A study of Sus scrofa with 194 samples. Its data were reported in "A pig BodyMap transcriptome reveals diverse tissue physiologies and evolutionary dynamics of transcription" (2021).

How the data were processed

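Strand-specific, ribosome-depleted RNA libraries from pig tissues were the starting material. The 194 libraries fall into 72 groups by their labels, with 53 groups of 3 libraries, 16 of 2 and 3 of 1. Skeletal muscle accounts for 130 libraries from 47 muscles, which were placed by region in the head (4 libraries, 2 muscles), the forelimb (39 libraries, 14 muscles), the trunk (28 libraries, 11 muscles) and the hindlimb (59 libraries, 20 muscles). The remaining libraries come from 13 organs (36 libraries), the 4 chambers of the heart (11 libraries), 3 subcutaneous adipose tissues (8 libraries; SAT, meaning abdominal subcutaneous fat and the upper and inner layers of backfat), 3 visceral adipose tissues (7 libraries; VAT, meaning the greater omentum or GOM, mesenteric fat or MAD, and retroperitoneal fat or RAD) and the cell types PEIC and PK15 (2 libraries). Most libraries (189) carry the breed label Rongchang, 3 testis libraries are from male Large White pigs, and 2 retina libraries are from 2-day-old crossbred animals. The labels give an age of 2 years for 176 libraries. On 16 libraries of the long digital muscles they give ages that climb by a year from 3 to 18 in the order of deposition, and age was therefore not used. Nothing in the labels beyond the words "biological replicate" says which libraries came from separate animals. By the study's methods, however, 3 adult females supplied most of the tissues, so libraries of different tissues share animals and are not independent. The labels do not tie a replicate number to an animal. The p-values of expression differences measure the spread between libraries of the same tissue group. They do not measure the spread between the muscles, depots or other tissues joined on a side.

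Per the labels, the libraries were sequenced on an Illumina instrument as 150-bp read pairs, with a mean of 49 M raw and 48 M high-quality pairs. The submitters' processing notes name STAR 2.5.3a, Cufflinks 2.1.1 and the genome build Sscrofa11.1. The authors assembled transcripts and sorted those outside the annotated protein-coding genes (PCGs) into long non-coding RNAs (lncRNAs) and transcripts of uncertain coding potential (TUCPs). They deposited the levels of all 3 classes as TPM, a unit that corrects for transcript length and has a fixed sum over all quantified transcripts. The deposited values do not reach a common sum, as PCG totals run from 57728 in retina replicate 2 to 606710 in psoas major replicate 2. Where the rest of each library lies was not examined. For circular RNAs (circRNAs) the study speaks of TPM, but the step of the deposited values reads as back-splice junction reads per 1e6 reads of a library with no length term, here called RPM. Which reads these are is not stated. Gene symbols were those deposited with the values for 15308 of 21437 PCGs, and a reference list keyed by gene identifier named a further 949. Coordinates are those of the deposited tables on Sscrofa11.1, counted from 1.

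Read counts of PCGs, lncRNAs and TUCPs were not used here, so the depth behind a TPM value is unknown and no counting interval is given for it. The circRNA values of each library are whole multiples of a step (100% of values, the smallest being 2 reads), and these steps imply 24.3 M reads in rectus femoris replicate 1 to 66.7 M in pectoralis superficialis replicate 1, with a median of 43.5 M. No test of the levels of single circRNAs between groups was made.

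In each table a block of transcripts carried organ values under the names of the first 38 skeletal muscle columns. It held 195 PCGs, 416 lncRNAs, 62 TUCPs and 1436 circRNAs. For the circRNAs the deposited values settle the matter, because they were whole multiples of the step of the organ library in 100% of cases and of the step of the named muscle library in a median of 5.99%, and all 38 columns lay closer to the organ step. The transcripts of these blocks were set aside in all analyses that use muscle, heart or organ columns. Their values in adipose columns were kept for the comparisons within adipose tissue.

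Differential expression was tested with limma 3.58.1 in R 4.3.3 (with version 1.17.8 of data.table) on log2(TPM + 1), with a mean per tissue group and an intensity trend in the empirical Bayes step. The study's test needs read counts, so limma took its place with the same thresholds. Transcripts entered a test when at least 1 library of the fit reached 0.1 TPM. A transcript was called at a Benjamini-Hochberg adjusted p of 0.05 or less and an absolute log2 fold change of at least 1. Separate fits were made for adipose tissue (15 libraries), skeletal muscle (130 libraries), heart (11 libraries) and all 194 libraries. A comparison of several tissues averages their group means, while the TPM values printed are means and standard deviations (SD) over libraries. In the whole-body comparisons of energy metabolism they are means and SD over tissue group means instead. Log2 fold changes are followed by their standard error. Gene lists were tested with camera at a preset correlation of 0.01, when at least 5 members were measured, and again with the correlation estimated from the data. Of the lists called with the preset value in any comparison (168), 7 were called with the estimated one. These were mesothelium in greater omentum against SAT and in RAD against the other visceral depots, HOX in head muscle, epithelium and spleen in masseter against lingualis, and lung and erythroid in the comparison of the pectoral muscles. The 38 lists cover fibre types, energy metabolism, cell types, developmental regulators, heart chambers, organs and the adipose genes named by the study. They hold 597 different genes, of which 39 have no entry in the deposited table.

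Groups, tests, gene lists, thresholds, alternatives and the rule for naming genes were fixed before the data were examined, with exceptions. Added afterwards were the handling of the misplaced blocks, the rescaling of lncRNA comparisons, correlations and gene list tests, the replicate block in gene list tests, and the tests and left-out libraries that the text marks as chosen or added later. Under that rule the text names list members that bear on a comparison and, in each direction, the 5 called genes with the largest changes among those that have a symbol and whose libraries do not overlap between the sides. A gene named for its size therefore has every library of its higher side above every library of its lower side. For lncRNAs the limit was 2 per direction, and for organs the 5 genes with the highest TPM among those peaking there. Genes named outside the rule are marked as chosen after their values were seen.

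Breadth of expression was described on a core set of 33 tissues (85 libraries), whose skeletal muscles are 2 of the head, 2 of the trunk and 4 of the hindlimb, the gluteus medius among the latter. The cell types PEIC and PK15, with 1 library each, are counted among these tissues. A transcript was detected at a mean of 0.1 TPM, or 0.05 RPM for circRNAs. Shares detected are over all deposited transcripts that were not set aside (21242 PCGs, 18668 lncRNAs, 2378 TUCPs and 60402 circRNAs). Of these, 46796 circRNAs reached the threshold in at least 1 core library. Tissue specificity was measured by tau, which runs from 0 for even expression to 1 for expression in a single tissue, with 0.75 as the threshold. The share of the summed level taken by the top 0.5% of transcripts was computed per tissue. Detection was compared between tissues by a 2-sided exact permutation test. Correlations between muscles used the mean log2(TPM + 1) of each of 47 muscles, with Pearson's r, Spearman's rho and 100000 permutations, in a family of 24 relations. These steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

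Libraries in the heart that share a replicate number deviated together. Their deviations from the group means correlated in all 15 pairs (lowest 0.394, median 0.640), against a median of -0.336 over the 30 pairs with different numbers, and each of the 11 libraries correlated best with its own number. The pairing comes from the data, since the labels give numbers only.

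The alternatives were pseudocounts of 0.1 and 5, no filter or a mean of at least 1 TPM, median-ratio rescaling of the libraries, a fit on the compared groups alone, no intensity trend, the replicate number as a block, and leaving out each library or replicate number. The limma fit was tested on simulated data with 200 changed genes, 100 at each size. The simulated noise was independent between genes and libraries, with no shift of library totals and no shared animals. For SAT against VAT, 95% of genes changed by log2 2 and 55% of those changed by log2 1 were called, with 0 calls among 16236 unchanged genes. The lowest recovery was in masseter against lingualis, with 86% and 20%. For the triceps heads the shares were 98% and 36%, and for the left against the right ventricle 95% and 43%.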

Results

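RNA abundance was measured across the pig body in libraries from 72 tissues, muscles and cell types, for PCGs, lncRNAs, TUCPs and circRNAs. The summed TPM of PCGs ran from 57728 in retina replicate 2 to 606710 in psoas major replicate 2, with a median of 260977. Medians by class were 268150 in forelimb muscle (n = 39), 258290 in hindlimb muscle (n = 59), 324041 in trunk muscle (n = 28) and 347557 in head muscle (n = 4). They were 310556 in heart (n = 11), 232318 in SAT (n = 8), 201921 in VAT (n = 7) and 214062 in organs (n = 36). The lncRNA sums had a median of 16308 TPM, with 124128 in the acromial part of the deltoideus, replicate 1, at the top. The circRNA sums ran from 155 RPM in the PK15 cells to 4659 RPM in retina replicate 2, with a median of 750.1. Since the sums of PCGs differ between libraries, each comparison below gives the median shift of genes with a mean of at least 1 TPM where it exceeds 0.1 on the log2 scale, and the calls after rescaling the libraries to a common median ratio where these differ in balance.

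**Figure D1:**
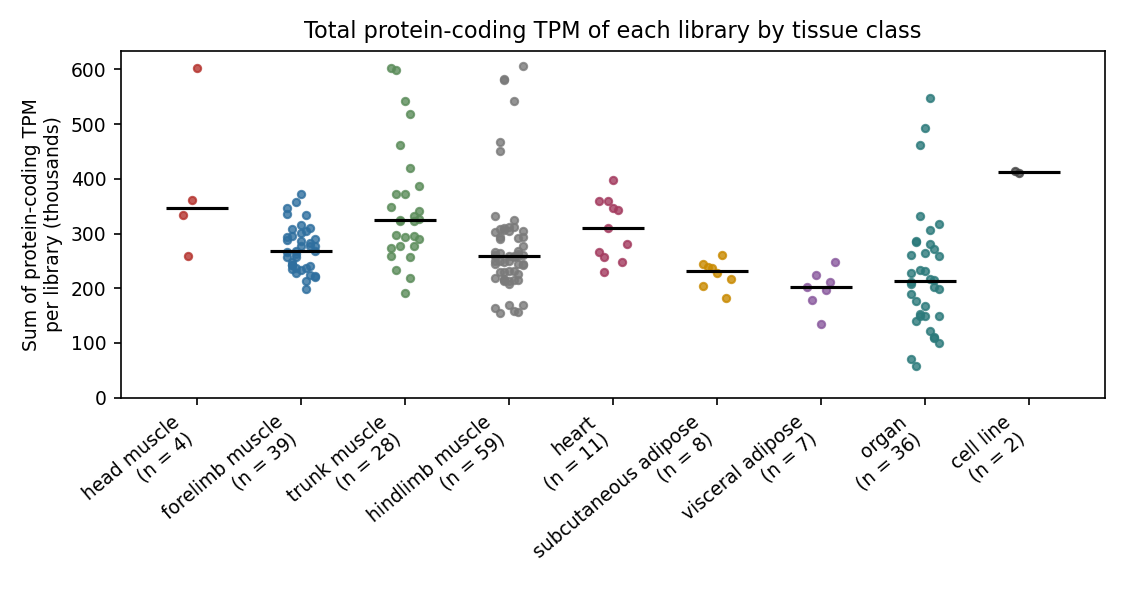
Sum of TPM over PCGs in each library (y axis) by tissue class (x axis), with each library as a point and the median of a class as a horizontal line. Sums run from 57728 in retina replicate 2 to 606710 in psoas major replicate 2, and the median of VAT (201921) lies below that of SAT (232318).

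How broadly each class of transcript is expressed was asked on 33 core tissues. Testis, where germ cells are known for permissive transcription, had the most PCGs, lncRNAs and TUCPs detected. There, 82.7% of PCGs reached the threshold, compared with a mean of 68.0% ± 3.29 (SD, n = 32) in other core tissues, whose highest was cerebrum with 75.2%. For lncRNAs the share was 79.0% vs. 39.1% ± 8.90, and for TUCPs 81.5% vs. 37.6% ± 8.84. Each of these differences had an exact permutation p of 0.0303 in a 2-sided test, which is the smallest that 33 assignments allow. The study had already reported testis as highest for these classes in the same libraries, so this p is not independent evidence. For circRNAs, which accumulate in neurons, cerebellum and cerebrum averaged 12.1% vs. 5.74% ± 3.13 in the other 31 tissues, with 16.2% and 8.07% in the single tissues. That difference did not pass (exact permutation p = 0.0549, with 0.00189 as the smallest of 528 assignments), and the highest share of all was in retina (20.53%).

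On a linear scale, most transcripts were unevenly spread over the core tissues. The median tau was 0.856 for 20506 PCGs, 0.887 for lncRNAs, 0.910 for TUCPs and 0.971 for circRNAs, and 71.2%, 75.6%, 79.6% and 96.3% of them reached 0.75. Testis was the peak of 4621 (31.7%) of the tissue-specific PCGs, 6621 (46.95%) of the lncRNAs and 901 (47.6%) of the TUCPs, whereas retina was the peak of 15038 (33.4%) and cerebellum of 7900 (17.5%) of the tissue-specific circRNAs. The cell types PK15 and PEIC were the peak of 1433 (9.82%) and 1207 (8.27%) of the tissue-specific PCGs. The top 0.5% of transcripts took a mean of 46.8% ± 11.6 (SD, n = 33) of PCG expression, from 26.9% in cerebellum to 63.7% in the right ventricle. For lncRNAs the mean was 75.6% ± 12.4, lowest in testis (39.8%), for TUCPs 58.0% ± 13.8, and for circRNAs 39.3% ± 4.90, which became 9.633% when the share was taken over the circRNAs detected in a tissue. Tau depends on the scale, and on log2(TPM + 1) the median of PCGs was 0.667 and 42.05% of them reached 0.75.

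Fixed lists of genes known for an organ were checked for a peak in that organ. All 11 measured members of the testis list peaked in testis, among them the sperm chromatin genes PRM1 (43610 ± 16623 TPM, SD, n = 3) and TNP1 (14230 ± 7078). In liver, 12 of 13 list members peaked, with the plasma proteins ALB at 44236 ± 2738 TPM, TF at 7698 ± 1667 and FGB at 6139 ± 1029 (n = 3). All 11 retina genes peaked in retina, led by the phototransduction genes GNGT1 (2858 ± 880), RHO (700 ± 141) and PDE6G (513 ± 37.4; n = 2). Cerebrum held the peak of 6 of 10 list members, with NRGN, a synaptic calmodulin-binding protein, at 1625 ± 485 TPM and the myelin genes PLP1 at 1331 ± 216 and MBP at 1066 ± 291, while all 9 cerebellum genes peaked in cerebellum. The lung list peaked there for 7 of 8 genes, with the surfactant genes SFTPC at 3078 ± 921 TPM and SFTPA1 at 869 ± 343. In kidney 9 of 10 peaked, with UMOD, the main urinary protein of the nephron, at 682 ± 274 TPM. The small intestine held 7 of 9, with S100G, a calcium-binding protein of the absorptive epithelium, at 9193 ± 3207 TPM. Peaks were held for 5 of 8 genes by colon, 5 of 6 by spleen, 7 of 11 by ovary and 4 of 7 by uterus. The stomach, with a lone library, held 9 of 11, with the pepsinogen genes PGA5 at 30226 TPM and PGC at 5734 TPM.

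Whether fat under the skin differs from fat around the viscera was asked with 8 SAT and 7 VAT libraries. POSTN and TBX15 were among the genes called higher in SAT, and WT1 and C7 among those called lower. POSTN, a matricellular protein, was 353 ± 167 TPM in SAT vs. 38.3 ± 33.2 in VAT (log2 fold change 4.01 ± 0.25, adjusted p = 3.57e-06). TBX15, a T-box factor of dorsal skin and limb patterning (chromosome 4, 101920027 to 102030626, plus strand), was 15.4 ± 4.40 vs. 0.272 ± 0.481 TPM (3.65 ± 0.18, adjusted p = 6.13e-07). CYP2A19, a xenobiotic-metabolising cytochrome, rose by 3.11 ± 0.53, the matrix protein THBS4 by 3.04 ± 0.24 and the fibrillar collagen COL1A1 by 2.73 ± 0.36 (286 ± 199 vs. 42.4 ± 36.0 TPM). Of 39 matrix genes, 18 rose in SAT and none fell (19 adjusted over the list alone), including COL1A2 (1012 ± 398 vs. 264 ± 159 TPM), COL3A1 (2604 ± 547 vs. 709 ± 423 TPM) and COL6A3. The list had a median of 0.98 (adjusted p = 3.1e-13 with the preset correlation, and adjusted p = 0.366 with an estimated correlation).

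In the other direction, WT1, a transcription factor of mesothelium, the lining of the body cavities (chromosome 2, 28411450 to 28456019, plus strand), was 0.0226 ± 0.0292 TPM in SAT vs. 4.65 ± 3.84 in VAT (log2 fold change -1.97 ± 0.13, adjusted p = 3.57e-06). The complement component C7 changed by -2.16 ± 0.31, the BMP antagonist GREM1 by -1.79 ± 0.21, GATA6 by -1.53 ± 0.22 and WNT16 by -1.46 ± 0.19. Among 8 mesothelium genes 4 fell in SAT (4 adjusted over the list alone), among them the uroplakins UPK3B (-2.07 ± 0.18, 0.145 ± 0.139 vs. 11.4 ± 12.8 TPM) and UPK1B (-1.98 ± 0.20), with adjusted p = 0.0548 for the list with an estimated correlation. Of 31 inflammation genes 2 fell, one of them the complement factor C3 (-2.26 ± 0.40; 2 adjusted over the list alone and adjusted p = 0.426 for the list with an estimated correlation). None of the 12 T cell genes was called, and all 12 lay below 0 (adjusted p = 0.137 with an estimated correlation). The developmental regulators SIX1 (2.17 ± 0.12), PRRX1 (1.49 ± 0.22), HOXD8 (1.42 ± 0.12) and EN1 (1.39 ± 0.17) rose in SAT, and TBX15 and EN1 were the 2 of 6 limb identity genes that did (2 adjusted over the list alone; adjusted p = 0.137 with an estimated correlation). Of 24 adipocyte genes 2 rose, SCD, the desaturase of newly made fatty acids (1971 ± 778 vs. 519 ± 296 TPM), and the hormone LEP (60.2 ± 13.4 vs. 27.1 ± 12.9 TPM), and LEP was not called without RAD replicate 2 (2 adjusted over the list alone; adjusted p = 0.681 for the list with an estimated correlation). In all, 124 genes were higher and 46 lower in SAT of 16999 tested, against 98 and 63 after rescaling, with a median shift of 0.14 and with 144 genes shared. Among lncRNAs 8 were higher and 5 lower (6 and 7 rescaled, median shift 0.15; 3, 7 and 1 calls without replicate number 1, 2 and 3) of 12798, with G15206 on chromosome 14 at 2.81 ± 0.893 vs. 0.592 ± 0.646 TPM, ENSSSCG00000033751 on chromosome 4 at 1.79 ± 0.847 vs. 0.117 ± 0.139 and G39575 on chromosome 7 at 27.7 ± 9.21 vs. 59.1 ± 7.08.

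**Figure D2:**
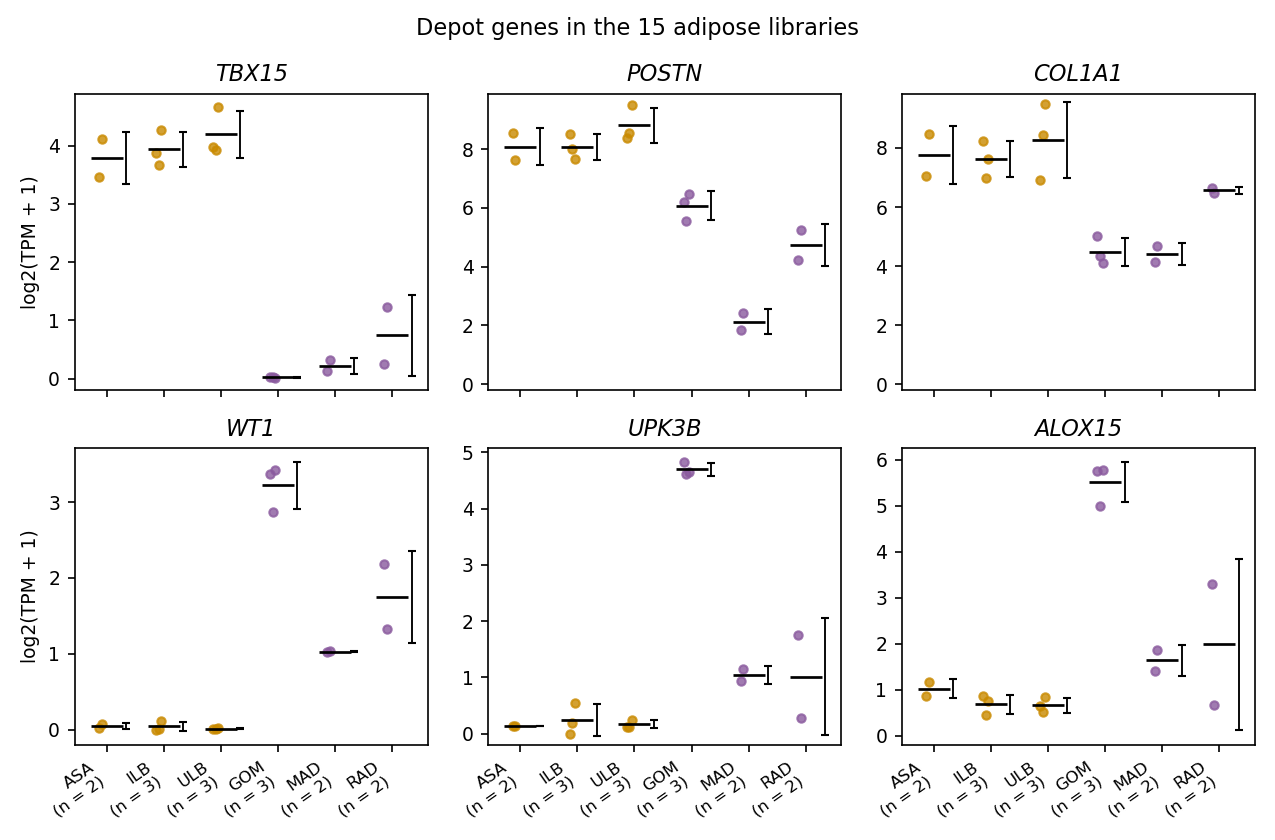
log2(TPM + 1) of TBX15, POSTN, COL1A1, WT1, UPK3B and ALOX15 (y axis) in each of 15 adipose libraries by depot (x axis), with points for libraries, a line for the mean and a bar for the SD. TBX15 averages 15.4 TPM in SAT and 0.272 TPM in VAT, and UPK3B and ALOX15 are highest in greater omentum (25.02 and 46.1 TPM).

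The greater omentum (n = 3) was set against SAT (n = 8) to describe each visceral depot by itself. The uroplakins UPK1B and UPK3B were higher there, as were the complement genes C3 and CFB. UPK1B was 28.0 ± 1.82 vs. 0.193 ± 0.200 TPM (log2 fold change 4.60 ± 0.26, adjusted p = 1.65e-07), UPK3B 25.02 ± 2.14 vs. 0.145 ± 0.139, the keratin KRT8 29.8 ± 6.00 vs. 0.905 ± 0.640, and PLAC8 45.1 ± 7.07 vs. 1.08 ± 0.671. ALOX15, a lipoxygenase of resident macrophages and epithelia, had the largest change (4.73 ± 0.40; 46.1 ± 13.0 vs. 0.711 ± 0.281 TPM). Of 8 mesothelium genes 6 rose (6 adjusted over the list alone), including WT1 (3.19 ± 0.17), BNC1 and KRT7, and the list was called with an estimated correlation too (adjusted p = 0.0232). Of 31 inflammation genes 7 rose (7 adjusted over the list alone), among them C3 (79.8 ± 22.5 vs. 5.04 ± 2.22 TPM) and the complement factor CFB (22.4 ± 4.92 vs. 1.80 ± 0.978 TPM), with adjusted p = 0.318 with an estimated correlation. The T cell surface gene CD2 rose by 1.08 ± 0.19 as 1 of 12 T cell genes (1 adjusted over the list alone; adjusted p = 0.159 for the list with an estimated correlation).

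Genes lower in greater omentum than in SAT included TBX15 and SFRP4. TBX15 was 0.0130 ± 0.00300 TPM (log2 fold change -3.95 ± 0.23), the WNT modulator SFRP4 3.38 ± 1.64 vs. 61.3 ± 12.4 TPM (-3.89 ± 0.46), and THBS4, CYP2A19 and COL1A1 changed by -3.44 ± 0.30, -3.42 ± 0.68 and -3.40 ± 0.46. Of 39 matrix genes 16 fell (21 adjusted over the list alone), with COL1A2 at 181 ± 17.8 TPM and COL3A1 at 510.4 ± 77.3 TPM (adjusted p = 0.216 with an estimated correlation). SIX1 (-3.36 ± 0.15), HOXD8 (-2.15 ± 0.15) and EN1 (-1.73 ± 0.21) fell, and 2 of 6 limb identity genes did (2 adjusted over the list alone; adjusted p = 0.113 with an estimated correlation). The comparison called 170 genes higher and 146 lower. CYP2A19 was not called without GOM replicate 2 or GOM replicate 3.

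Mesenteric fat (n = 2) was set against SAT (n = 8) in the same way. POSTN was 3.48 ± 1.28 vs. 353 ± 167 TPM (log2 fold change -6.19 ± 0.38, adjusted p = 5.93e-06), COL6A6 3.31 ± 0.323 vs. 62.9 ± 19.7 TPM (-3.89 ± 0.32) and TBX15 0.166 ± 0.110 TPM (-3.75 ± 0.27), followed by COL1A1 (-3.47 ± 0.54) and the metalloproteinase MMP27 (-3.01 ± 0.53). Of 39 matrix genes 15 fell (23 adjusted over the list alone, 10 after rescaling; adjusted p = 0.553 with an estimated correlation). Genes that rose included NKX2-3, a homeobox factor of gut and spleen mesenchyme (2.46 ± 1.65 vs. 0.0015 ± 0.00283 TPM, 1.70 ± 0.17), PI16, a marker of adventitial fibroblasts (161 ± 50.2 vs. 27.2 ± 16.54 TPM, 2.64 ± 0.53), CBR2 (2.67 ± 0.53), C7 (2.40 ± 0.46) and ISLR2 (1.92 ± 0.40). Smooth muscle genes had a median of 1.76 with none of 9 called (2 adjusted over the list alone; adjusted p = 0.146 with an estimated correlation). Their myosin MYH11 stood at 165 TPM in MAD replicate 3 and 21.5 in MAD replicate 1, against 17.1 ± 11.9 in SAT (adjusted p = 0.126). Adipocyte genes fell for 4 of 24, SCD and LEP among them, and none did after rescaling (4 adjusted over the list alone; adjusted p = 0.723 for the list with an estimated correlation). The calls were 19 higher and 188 lower, but 76 and 85 after rescaling, with a median shift of -0.36 and 104 genes shared. They numbered 910 without MAD replicate 3 and 127 without ASA replicate 3 (the abdominal subcutaneous fat). The calls of CBR2, PI16, COL1A1, MMP27 and ISLR2 ended without MAD replicate 1, those of C7, ISLR2 and LEP without MAD replicate 3, those of PI16 and ISLR2 without ASA replicate 1 and those of ISLR2 and LEP without ASA replicate 3. SCD was not called without ASA-1, ASA-3, ILB-1, ILB-3, MAD-1, MAD-3 or ULB-3.

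Retroperitoneal fat (n = 2) was compared with SAT (n = 8) and with the other visceral depots (n = 5). Against SAT, genes higher in it included HOXA9, HOXA10 and PGR, and genes lower in it POSTN and TBX15. HOXA10 was 4.78 ± 4.57 vs. 0.125 ± 0.165 TPM (log2 fold change 2.08 ± 0.30, adjusted p = 0.0111), HOXA9 4.33 ± 0.846 vs. 0.624 ± 0.881, the progesterone receptor PGR 5.80 ± 1.4998 vs. 0.436 ± 0.258 (2.23 ± 0.19) and WT1 2.52 ± 1.44 vs. 0.0226 ± 0.0292 TPM (1.72 ± 0.19). Also higher were CBR2 (2.95 ± 0.53, adjusted p = 0.0478) and GPR1 (1.65 ± 0.24), of which CBR2 was not called without 8 of the libraries in turn (ASA-1, ILB-1, ILB-2, RAD-2, RAD-3, ULB-1, ULB-2 and ULB-3) and GPR1 not without RAD-2. POSTN (-3.59 ± 0.38), THBS4 (-3.23 ± 0.36), TBX15 (-3.23 ± 0.27), ZSWIM2 (-2.55 ± 0.27) and CTHRC1 (-1.63 ± 0.22) fell. Of 30 HOX genes 2 rose (2 adjusted over the list alone; adjusted p = 0.8287 with an estimated correlation), of 6 uterus genes HOXA10 and PGR did (3 adjusted over the list alone; adjusted p = 0.0909 with an estimated correlation), and of 39 matrix genes POSTN alone fell (1 adjusted over the list alone; adjusted p = 0.436 with an estimated correlation). The calls were 10 higher and 9 lower (15 and 12 rescaled), and 73 without RAD-3.

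Against greater omentum and mesenteric fat, RAD had more SIX1 (7.69 ± 2.40 vs. 0.271 ± 0.297 TPM, log2 fold change 2.72 ± 0.19, adjusted p = 2.98e-05), HOXA9 (2.27 ± 0.23), HOXA10 (2.19 ± 0.32), HOXD8 (7.01 ± 0.110 vs. 1.24 ± 0.519 TPM, 1.84 ± 0.19), DMRT2 (1.77 ± 0.26) and the growth factor PDGFD (21.7 ± 9.94 vs. 6.74 ± 1.49 TPM, 1.49 ± 0.24, adjusted p = 0.01509, and adjusted p = 0.05566 after rescaling). HOX genes rose for 3 of 30 (4 adjusted over the list alone; adjusted p = 0.583 with an estimated correlation). Of 8 mesothelium genes 3 were lower, UPK3B (-1.86 ± 0.29), UPK1B (-1.82 ± 0.32) and KRT7 (-1.02 ± 0.19), and the list was called with an estimated correlation (adjusted p = 0.0285; 4 genes adjusted over the list alone). NKX2-3 was lower as well (0.00650 ± 0.000707 vs. 1.19 ± 1.43 TPM). The calls were 9 higher and 12 lower, 11 and 27 after rescaling (median shift 0.22), and 34 without MAD-1, 54 without RAD-2 and 46 without RAD-3. Calls ended for KRT7 without any of GOM-1, GOM-3, MAD-1, MAD-3 and RAD-3, for UPK1B without MAD-3 or RAD-3, for UPK3B without MAD-3, for DMRT2 without RAD-3, for PDGFD without RAD-2 and for NKX2-3 without MAD-3, RAD-2 or RAD-3.

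The 12 adipose genes that the study singles out were chosen on these samples, so their direction is not independent evidence. In SAT against VAT 1 of 12 was called (1 adjusted over the list alone), ALOX15 with a log2 fold change of -2.26 ± 0.31. In greater omentum 2 rose, ALOX15 and the thrombin receptor F2R (10.4 ± 1.61 vs. 3.71 ± 0.930 TPM). None was called in either comparison of RAD, though adjusted over the list alone 1 was higher and 1 lower than in the other visceral depots. HOXC9, a posterior HOX gene, was 1.10 ± 0.127 TPM in RAD, 0.758 ± 0.687 in SAT and 0.0656 ± 0.0524 in the other visceral depots, and was called neither against SAT (log2 fold change 0.26 ± 0.19) nor against those depots (0.97 ± 0.20, adjusted p = 0.0667).

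Head muscles (masseter and lingualis, n = 4) were compared with all libraries of other skeletal muscle to ask how muscles of the head differ from the rest. Genes called higher in them included PADI2 and MYLK3, and genes called lower HOXA10 and MYH4. PADI2, a protein-arginine deiminase, was 56.0 ± 37.4 vs. 0.229 ± 0.203 TPM (log2 fold change 5.34 ± 0.11, adjusted p = 3.75e-59), MYLK3, known as the cardiac myosin light chain kinase, 34.0 ± 13.0 vs. 0.556 ± 1.14 (4.63 ± 0.26), and GRB14, FHL2 and the ryanodine receptor RYR3 rose by 3.81 ± 0.16, 3.15 ± 0.20 and 2.86 ± 0.16. Of 34 HOX genes all lay below 0 and 5 were called lower (5 adjusted over the list alone), HOXA10 (0.0498 ± 0.0358 vs. 10.1 ± 6.33 TPM, -2.94 ± 0.26), HOXA9, HOXD8, HOXA7 and HOXA5. This list was called with an estimated correlation (adjusted p = 0.000389). HOXA10 was low in much of the trunk too. Without PP-1 and EDC-2, its median was 0.15 TPM in trunk, 12.25 in forelimb, 10.65 in hindlimb and 0.047 in head muscle. The myoblast migration factor LBX1 fell (-1.16 ± 0.19), and TBX1 (16.7 ± 6.72 vs. 5.88 ± 4.59 TPM) and MEOX1 (7.82 ± 3.76 vs. 1.85 ± 1.06 TPM) rose, among 19 head and trunk regulators with 3 higher and 1 lower, also adjusted over the list alone. IGFN1 (-2.83 ± 0.45) was the remaining gene named by size.

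Of 15 fast fibre genes 5 fell in head muscle (5 adjusted over the list alone, 8 after rescaling; adjusted p = 0.311 with an estimated correlation), including the fast myosin MYH4 (13.6 ± 13.4 vs. 548 ± 1081 TPM, log2 fold change -4.48 ± 0.85) and the fast actinin ACTN3 (63.6 ± 58.2 vs. 485 ± 297 TPM, -3.19 ± 0.41). Glycolysis and glycogen genes fell for 7 of 18, as FBP2 (-1.73 ± 0.34), GPD1, PYGM and ENO3 did, while hexokinase HK2 rose (45.6 ± 16.0 vs. 9.69 ± 3.53 TPM). Adjusted over the list alone 7 fell too, and 14 after rescaling (adjusted p = 0.311 for the list with an estimated correlation). Mitochondrially encoded genes rose for 12 of 13 (12 adjusted over the list alone, 9 after rescaling; adjusted p = 0.465 with an estimated correlation), as MT-CO1 (18260 ± 5562 vs. 5532 ± 2669 TPM, 1.80 ± 0.26) and MT-ND3 (2.04 ± 0.40) did. Nuclear OXPHOS genes rose for 23 of 65 and fatty acid oxidation (FAO) genes for 13 of 33, such as ATP5MC3 (1.45 ± 0.19) and HADHB (1.59 ± 0.21), with as many adjusted over the list alone and none of either after rescaling. For these 2 lists adjusted p = 0.465 with an estimated correlation. Of 31 inflammation genes 4 rose (4 adjusted over the list alone; adjusted p = 0.554 with an estimated correlation), with S100A8 at 176 ± 343 vs. 2.03 ± 12.4 TPM. Lingualis replicate 2, which also held squamous keratins, had 689.5 TPM of it, against 11.45 in replicate 1 and 1.459 and 0.878 in masseter. Macrophage genes rose for 5 of 16 (5 adjusted over the list alone, 1 after rescaling; adjusted p = 0.516 with an estimated correlation). In all, 553 genes were higher and 63 lower of 20069, against 119 and 160 after rescaling (median shift 0.44; 182 shared).

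**Figure D3:**
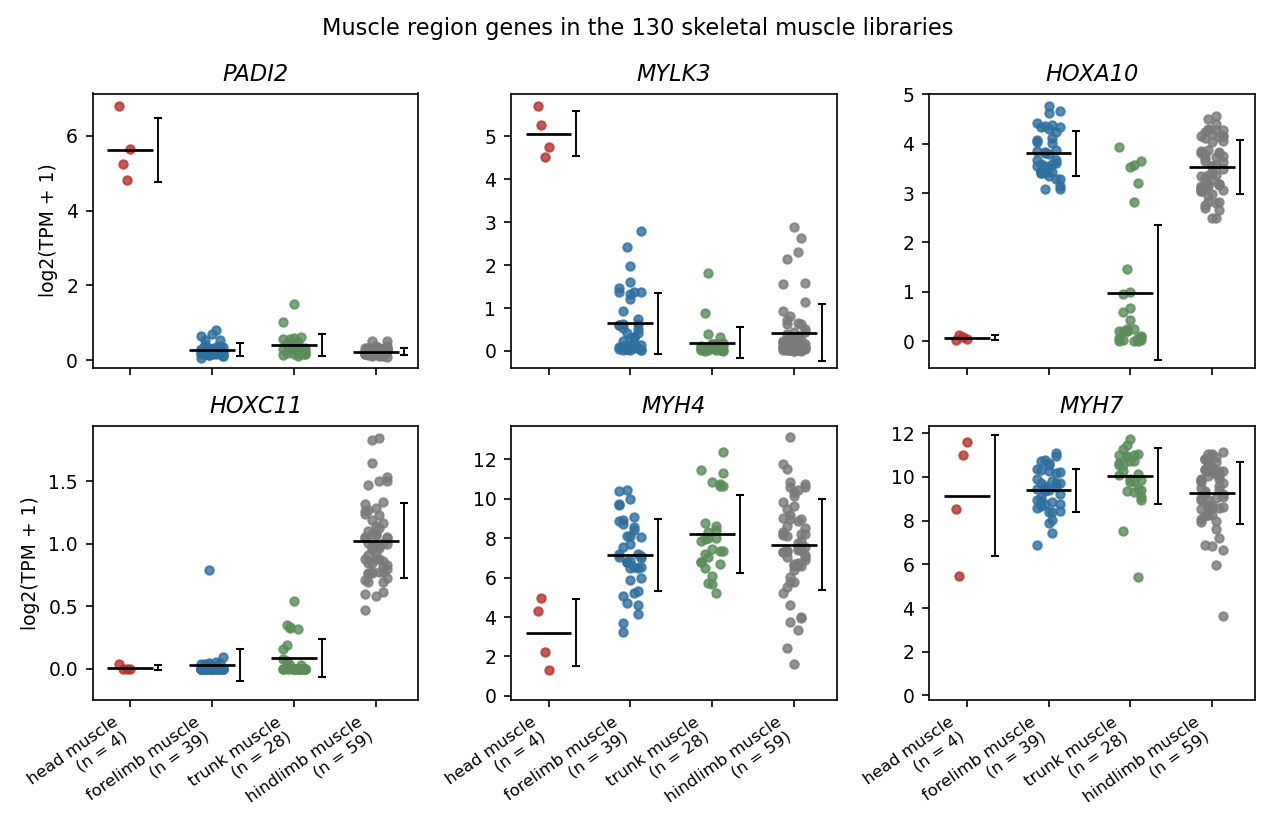
log2(TPM + 1) of PADI2, MYLK3, HOXA10, HOXC11, MYH4 and MYH7 (y axis) in skeletal muscle libraries by body region (x axis), with points for libraries, a line for the mean and a bar for the SD. PADI2 averages 56.0 TPM in head muscle and 0.229 TPM elsewhere, HOXA10 0.0498 and 10.1 TPM, and HOXC11 1.08 TPM in hindlimb and 0.0255 TPM in forelimb muscle.

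Forelimb (n = 39) and hindlimb muscles (n = 59) differed in very few genes. These numbers count libraries of many muscles, which by the study's methods share animals. HOXC11, a posterior HOX gene of chromosome 5 (19185871 to 19188012, plus strand), was 0.0255 ± 0.117 TPM in forelimb vs. 1.08 ± 0.470 in hindlimb (log2 fold change -1.001 ± 0.048, adjusted p = 3.14e-31). Its neighbours HOXC9 (-0.99 ± 0.05) and HOXC10 (-0.94 ± 0.05), added after their values were seen, had an adjusted p of 7.58e-28 each but fell short of the fold threshold, which HOXC9 passed after rescaling (-1.02). One forelimb library, extensor digitorum communis replicate 2, had 0.733 TPM of HOXC11, while no other exceeded 0.065. Parvalbumin, PVALB, a calcium buffer of fast fibres, was 53.7 ± 52.6 vs. 20.4 ± 22.3 TPM (1.33 ± 0.28), as 1 of 15 fast fibre genes (1 adjusted over the list alone; adjusted p = 0.966 with an estimated correlation). The remaining calls, chosen after their values were seen, were the kinase SBK2 (22.8 ± 21.6 vs. 6.62 ± 9.01 TPM, 1.51 ± 0.25) and MYBPH, a myosin-binding protein (3.16 ± 2.97 vs. 12.3 ± 14.4 TPM, -1.37 ± 0.21). Of 34 HOX genes 1 was called (1 adjusted over the list alone; adjusted p = 0.559 with an estimated correlation). Of 20069 genes limma called 2 higher and 2 lower, and 1198 had an unadjusted p under 0.05. Among 16197 lncRNAs 2 were higher and 2 lower (1 call without replicate number 1 and 7 without number 2), all of them also named after their values were seen. G31445, between HOXC11 and HOXC10 on the minus strand of chromosome 5 (19196275 to 19197133), was 0.106 ± 0.551 vs. 6.26 ± 3.61 TPM (-2.67 ± 0.09, adjusted p = 2.4e-44). G37783 (3625 ± 7558 vs. 110 ± 331 TPM, 3.32 ± 0.52), G48565 (9946 ± 17741 vs. 1035 ± 4336 TPM, 2.37 ± 0.46) and G10591 (-1.16 ± 0.22) were the others. G48565 lies on chromosome Y (24408613 to 24408888, minus strand), although these muscle libraries are labelled female. The source of its reads was not tested.

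Soleus and the hindlimb extensor digitorum lateralis (EDL-H), n = 3 each, were compared as a slow and a fast muscle. Nearly all of the 561 calls were higher in soleus, and 22 of them were kept after rescaling. The phospholamban gene PLN was 5107 ± 1544 vs. 850.2 ± 855.5 TPM (log2 fold change 3.05 ± 1.02, adjusted p = 0.0446), the slow troponin TNNT1 2189 ± 728 vs. 383 ± 200 TPM (2.63 ± 0.90), the slow tropomyosin TPM3 1263 ± 409 vs. 218 ± 102 TPM (2.61 ± 0.82), ART3 28.1 ± 1.72 vs. 4.45 ± 2.75 TPM (2.53 ± 0.52) and the heart-type lactate dehydrogenase LDHB 247 ± 25.6 vs. 47.5 ± 17.8 TPM (2.42 ± 0.52). The slow myosin MYH7 was 1452 ± 442 vs. 250.3 ± 138 TPM and was not called (adjusted p = 0.051). Slow fibre genes rose for 4 of 17 (11 adjusted over the list alone, 1 after rescaling; adjusted p = 0.592 with an estimated correlation), and none of 15 fast fibre genes was called (median -0.30, and -0.97 after rescaling; adjusted p = 0.503 with an estimated correlation). Nuclear OXPHOS genes rose for 41 of 65 (41 adjusted over the list alone), such as NDUFS1 (139.8 ± 41.0 vs. 43.0 ± 8.80 TPM), FAO genes for 18 of 33 (21 adjusted over the list alone), such as DECR1 (21.3 ± 5.602 vs. 5.79 ± 1.48 TPM), and mitochondrially encoded genes for 7 of 13 (11 adjusted over the list alone), with adjusted p = 0.476, 0.476 and 0.503 with an estimated correlation. After rescaling these counts were 0, 1 and 1. The 2 lower genes were the kinase MYLK4 (5.46 ± 2.15 vs. 21.6 ± 5.76 TPM, -1.83 ± 0.59) and HOXA13, a HOX gene of the distal limb (0.477 ± 0.330 vs. 2.26 ± 0.636 TPM, -1.15 ± 0.25). Calls numbered 559 higher and 2 lower, but 20 and 14 after rescaling (median shift 0.54; 22 shared), with 12 in all without SOL-2, 24 without EDL-H-3, 1484 without SOL-1 and 1044 without SOL-3. Of the genes named, only HOXA13 and NDUFS1 kept their calls whichever of these 6 libraries was left out, and the calls of PLN, TNNT1, TPM3 and NDUFS1 ended with the rescaling. By fold change alone, 11 of 17 slow fibre genes were still higher in soleus by log2 1 or more after rescaling.

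Masseter and lingualis (n = 2 each) represent jaw and tongue. MSS51 and CA3 were among the genes called higher in masseter, and KRT13 and KRT5 among those called lower. MSS51 was 142 ± 43.8 vs. 2.45 ± 0.691 TPM (log2 fold change 5.36 ± 0.81, adjusted p = 5.84e-07), ANKRD2, a stretch-response protein of slow fibres, 212 ± 78.2 vs. 5.42 ± 5.02 (5.26 ± 0.93), CA3, the carbonic anhydrase of slow muscle, 268 ± 60.8 vs. 7.11 ± 4.61 (5.16 ± 0.85), MYL3 7561 ± 4079 vs. 327 ± 336 (4.95 ± 1.12) and TECRL 39.5 ± 23.9 vs. 0.224 ± 0.249 TPM (4.92 ± 0.89). Of 17 slow fibre genes 8 rose (10 adjusted over the list alone), including MYH7 (2566 ± 773 vs. 205 ± 228 TPM) and TNNI1 (4372 ± 1351 vs. 224 ± 242 TPM), with adjusted p = 0.668 with an estimated correlation. The myogenic regulator SIX1 was 42.5 ± 23.0 vs. 11.4 ± 2.69 TPM (1.72 ± 0.41), and the skeletal actin ACTA1 rose as 1 of 4 of 10 skeletal muscle genes (6 adjusted over the list alone; adjusted p = 0.504 with an estimated correlation). The keratin KRT13 was listed at 0 in masseter and at 198 ± 265 TPM in lingualis (adjusted p = 7.47e-10), KRT5 was 0.0530 ± 0.0368 vs. 65.5 ± 81.9, KRT4 0.0310 ± 0.0198 vs. 54.8 ± 75.4 and S100A8 1.17 ± 0.411 vs. 350.5 ± 479 TPM, and the small proline-rich gene SPRP was listed at 0 vs. 21.7 ± 28.2. Lingualis replicate 2 carried most of these, with KRT13 at 385 TPM against 10.4 in replicate 1. Of 31 inflammation genes 3 fell, S100A8, S100A9 and S100A12 (3 adjusted over the list alone; adjusted p = 0.661 with an estimated correlation). The epithelium list (7 measured, median -0.27) and the spleen list (6 measured, median -0.18) were lower as lists with an estimated correlation (adjusted p = 0.0317 each), with none of their genes called. Calls numbered 210 higher and 98 lower, 101 and 123 after rescaling (median shift 0.42; 189 shared), with 109 without LIN-2, 870 without MAS-1 and 136 without MAS-2, where the lone library left is assumed to vary like those of other muscles. Without LIN-2 or MAS-2 the calls of MYL3, MYH7, TNNI1, ACTA1 and SIX1 ended, and without LIN-2 those of KRT4, S100A8, S100A9 and S100A12.

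The deep and superficial pectoral muscles (PP, n = 3, and PS, n = 2) differed mainly in genes higher in PS, but only 9 of the calls held after rescaling. ARG2, an arginase, was 9.57 ± 14.6 TPM in PP vs. 59.2 ± 8.49 in PS (log2 fold change -3.67 ± 1.03, adjusted p = 0.0433), GADL1, an enzyme of carnosine precursors, 14.0 ± 11.6 vs. 92.9 ± 10.5 (-2.91 ± 0.62), ENHO 2.02 ± 0.0255 vs. 18.5 ± 2.88 (-2.68 ± 0.56), ASNS 8.31 ± 3.26 vs. 45.0 ± 5.64 (-2.35 ± 0.57) and the carnosine synthase CARNS1 8.66 ± 5.97 vs. 42.3 ± 1.19 TPM (-2.34 ± 0.56), none of them called after rescaling. Glycolysis genes fell for 3 of 18 (17 adjusted over the list alone, 0 after rescaling; adjusted p = 0.575 with an estimated correlation), as PGK1 (-2.16 ± 0.53) did, and fast fibre genes for CASQ1 alone of 15 (12 adjusted over the list alone, 0 after rescaling; adjusted p = 0.644 with an estimated correlation). The surfactant genes SFTPC (-2.63 ± 0.37), SFTPB and SFTPA1 were 3 of 8 lung genes called lower, and PS replicate 1 alone accounted for them, with 38.02 TPM of SFTPC against 0 in PS replicate 2, and the calls of SFTPC and SFTPA1 ended without it, when SFTPB was too low to be tested (3 adjusted over the list alone; adjusted p = 0.00399 for the list with an estimated correlation). The 2 higher genes were ALAS2, the erythroid enzyme of haem synthesis (3.13 ± 1.85 vs. 0.853 ± 0.314 TPM), 1 of 5 erythroid genes (2 adjusted over the list alone; adjusted p = 0.00485 with an estimated correlation), and the chemokine CXCL8 (2.22 ± 2.32 vs. 0.268 ± 0.154 TPM). There were 2 genes higher and 156 lower in PP, and 4 and 7 after rescaling (median shift -0.57; 9 shared), with 55 calls without PP-1, 22 without PP-2, 275 without PS-1 and 23 without PS-2. They numbered 271 without PS-1 and GAS-L-2, and 50 without PP-1 and EDC-2, both settings added after the values were seen. The calls of ARG2, CARNS1, CASQ1, ALAS2 and CXCL8 ended without any of PP-1, PP-2, PS-1 and PS-2, those of ASNS and PGK1 without PP-1, PP-2 or PS-2, and those of GADL1 and ENHO without PS-2.

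The medial head of the triceps brachii (n = 3) was set against its lateral and long heads (n = 5). MYH7 was 1221 ± 736 vs. 737 ± 371 TPM (log2 fold change 0.66 ± 0.83) and MYH4 311 ± 446 vs. 622 ± 499.9 TPM (-2.11 ± 1.23), with an adjusted p of 0.999 for both. Slow fibre genes had a median of 0.51 and fast fibre genes of -1.03, with none called (adjusted p = 0.253 and adjusted p = 0.326 with an estimated correlation). In this comparison limma called 0 genes, while 397 had an unadjusted p under 0.05 (median shift -0.20), and 7 were called without the lateral head's replicate 1.

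How the myosin genes vary with metabolism was asked across the means of 47 muscles, in 24 relations. The slow myosin MYH7 followed other slow fibre genes (r = 0.970, rho = 0.969), the nuclear OXPHOS genes (r = 0.567, rho = 0.608, and after rescaling r = 0.354 with adjusted p = 0.024), FAO genes (r = 0.657, rho = 0.690) and CPT2, a carnitine transferase of mitochondria (r = 0.676, rho = 0.722). The permutation p of these r values was 1e-05, the smallest possible, except 5e-05 for OXPHOS (adjusted p = 2.7e-05 and adjusted p = 0.00012), and those of rho were 1e-05 and 2e-05. MYH4 followed fast fibre genes (r = 0.806, rho = 0.804), glycolysis genes (r = 0.812, rho = 0.827) and MSTN, the brake on muscle growth (r = 0.661, rho = 0.670), and ran against CPT2 (r = -0.544, rho = -0.438, permutation p = 0.0001 and 0.0023). MYH2 followed MSTN (r = 0.761, rho = 0.795), fast fibre genes (r = 0.745, rho = 0.776) and glycolysis genes (r = 0.744, rho = 0.758). The 6 positive relations of MYH4 and MYH2 had a permutation p of 1e-05 for r and for rho (adjusted p = 2.7e-05). Without the 2 muscles farthest from the median (lingualis and EDL-H for MYH7, masseter and SM for MYH4, GAS-M and VI for MYH2), r was 0.716 for MYH7 with OXPHOS, 0.791 with FAO, 0.840 with CPT2, -0.428 for MYH4 with CPT2 and 0.703 for MYH2 with MSTN.

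Within replicate numbers 1, 2 and 3 (47, 46 and 37 muscles), r of MYH7 with slow fibre genes was 0.962, 0.964 and 0.977, with OXPHOS 0.469, 0.574 and 0.748, with FAO 0.669, 0.609 and 0.760, and with CPT2 0.766, 0.640 and 0.841. For MYH4 it was 0.869, 0.823 and 0.874 with fast fibre genes, 0.901, 0.781 and 0.888 with glycolysis, 0.717, 0.653 and 0.842 with MSTN, and -0.714, -0.201 and -0.161 with CPT2. For MYH2 it was 0.657, 0.755 and 0.714 with MSTN, 0.653, 0.888 and 0.881 with fast fibre genes, and 0.596, 0.855 and 0.861 with glycolysis. MYH2 with OXPHOS (r = 0.329, rho = 0.325, permutation p = 0.024 and 0.026, adjusted p = 0.041) and with FAO (r = 0.335) turned negative after rescaling (-0.325 and -0.462) and in replicate number 1 (-0.0826 and -0.106). MYH4 with PPARGC1A passed by r (-0.410, permutation p = 0.0046) and not by rho (-0.240, permutation p = 0.11). MYH7 showed no relation to MSTN (r = -0.125), fast fibre genes (r = -0.0974) or glycolysis (r = 0.0578) that passed the test. After rescaling, however, r was -0.461 for MYH7 with MSTN (adjusted p = 0.0019), -0.565 for MYH2 with CPT2 (adjusted p = 8.7e-05), -0.468 for MYH2 with slow fibre genes (adjusted p = 0.0016) and -0.357 for MYH4 with FAO (adjusted p = 0.022), and these 4 relations passed by r only then.

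**Figure D4:**
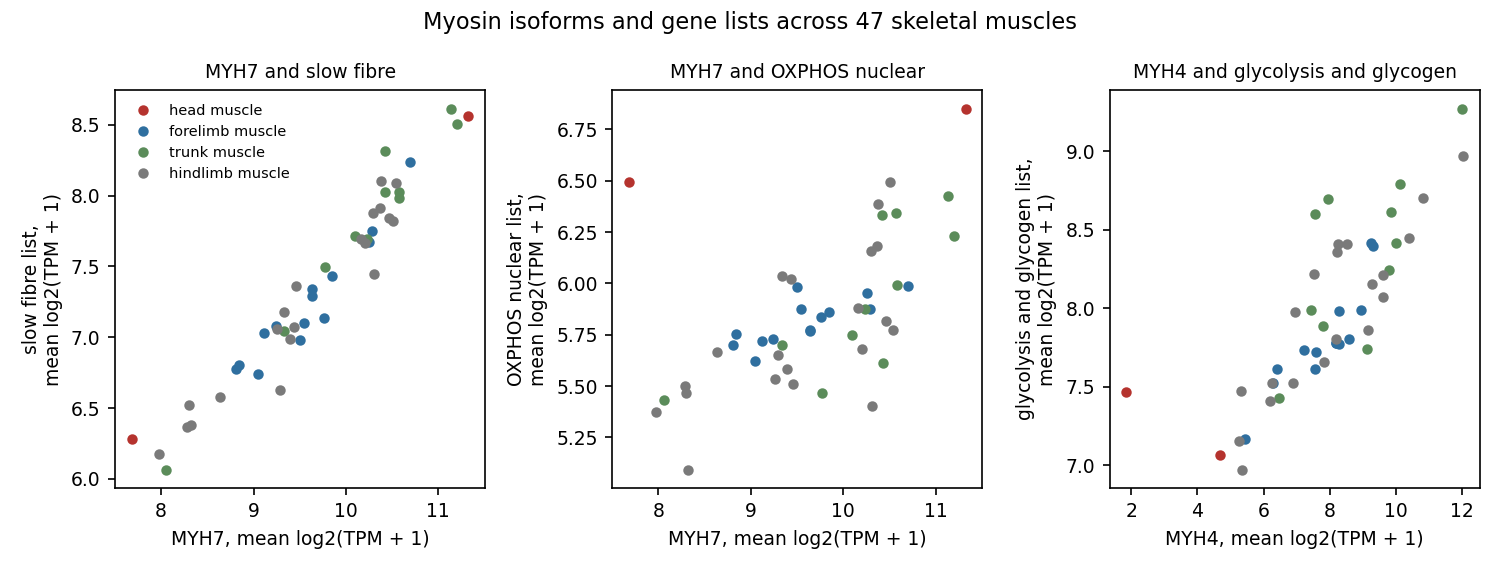
Means over libraries of log2(TPM + 1) for the myosin genes MYH7 and MYH4 (x axes) and for gene lists (y axes), with 1 point per muscle (47) coloured by body region. MYH7 rises with slow fibre genes (r = 0.970) and nuclear OXPHOS genes (r = 0.567, and 0.354 after rescaling), and MYH4 with glycolysis genes (r = 0.812).

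Atria (n = 5) and ventricles (n = 6) of the heart were compared as well. MYL4, the atrial essential light chain, was 2550 ± 466 vs. 3.40 ± 1.00 TPM (log2 fold change 9.19 ± 0.19, adjusted p = 1.92e-10), the natriuretic peptide NPPA 23243 ± 5254 vs. 71.7 ± 32.97 (8.46 ± 0.36), NPPB 133 ± 61.5 vs. 8.36 ± 18.6 (5.35 ± 0.76), RABGAP1L 219.95 ± 36.6 vs. 8.02 ± 0.616 (4.62 ± 0.12) and DKK3 280.4 ± 93.2 vs. 13.3 ± 4.47 TPM (4.25 ± 0.22). Of 15 atrial genes 7 rose and none fell (7 adjusted over the list alone; adjusted p = 0.200 with an estimated correlation), with the pump regulator SLN (3.87 ± 0.56), TBX5 (1.86 ± 0.17) and the connexin GJA5 among them. BMP10, a growth factor of the right atrium, was 389 to 606 TPM in the right atrium and at most 0.030 in the left. Ventricles had more MYL2, the ventricular regulatory light chain (20.3 ± 19.9 vs. 2486 ± 371 TPM, -8.19 ± 0.20), PCP4 (-5.11 ± 0.26), DAPL1 (-4.21 ± 0.15), TMEM52B (-3.67 ± 0.22) and CCDC112 (-3.33 ± 0.25). Of 14 ventricular genes 8 fell in atria (8 adjusted over the list alone; adjusted p = 0.124 with an estimated correlation), such as the potassium channel KCNJ2 (-3.14 ± 0.14) and the Iroquois factors IRX3 (0.139 ± 0.0574 vs. 2.61 ± 0.291 TPM) and IRX5, and NPPB of that list rose.

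Adipocyte genes rose in atria for 12 of 24 and fell for 1, LPL (12 and 1 adjusted over the list alone; adjusted p = 0.565 with an estimated correlation). ADIPOQ, the adipocyte hormone, was 33.4 ± 22.5 vs. 3.28 ± 4.28 TPM, and the lipid droplet genes PLIN1 and CIDEA changed by 2.96 ± 0.46 and 2.58 ± 0.18. Some genes of energy supply were lower in atria, namely 7 of 13 mitochondrially encoded genes (7 adjusted over the list alone, 11 after rescaling), 5 of 33 FAO genes (5, and 8 after rescaling) and 1 of 63 nuclear OXPHOS genes, NDUFB1 (1, and 3 after rescaling). The OXPHOS list had a median of -0.67, with adjusted p = 0.312 with an estimated correlation, compared with adjusted p = 0.388 for FAO and adjusted p = 0.496 for the mitochondrially encoded genes. Examples are ACADVL (22.5 ± 3.78 vs. 59.4 ± 7.23 TPM), CPT1B (-1.12 ± 0.14) and MT-ND5 (-1.31 ± 0.27). Matrix genes rose for 8 of 39, such as THBS2 and ELN (8 adjusted over the list alone, 5 after rescaling; adjusted p = 0.733 with an estimated correlation). In all 301 genes were higher and 205 lower in atria of 16127, against 260 and 257 after rescaling, with 464 shared. CPT1B was not called without left atrium replicate 3, nor NDUFB1 without right atrium replicate 3 or right ventricle replicate 1 or 2. Among lncRNAs 26 were higher and 45 lower of 10386 (24 and 54 rescaled; 44, 41 and 40 calls without replicate number 1, 2 and 3), led by G7754 on chromosome 12 (53.2 ± 20.03 vs. 0.438 ± 0.371 TPM, 5.20 ± 0.33) and G10853 on chromosome 13 upward and G33997 on chromosome 6 (0.0148 ± 0.0223 vs. 12.4 ± 11.4 TPM, -3.20 ± 0.58) and G42387 on chromosome 8 downward. Between the ventricles, MYH7 was 3870 ± 405 TPM on the left vs. 3269 ± 608 on the right and MYL2 2774 ± 279 vs. 2197 ± 129 (n = 3 each). There limma called 0 genes, and 245 had an unadjusted p under 0.05, with 2 calls without left ventricle replicate 1 and 1 without right ventricle replicate 1.

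**Figure D5:**
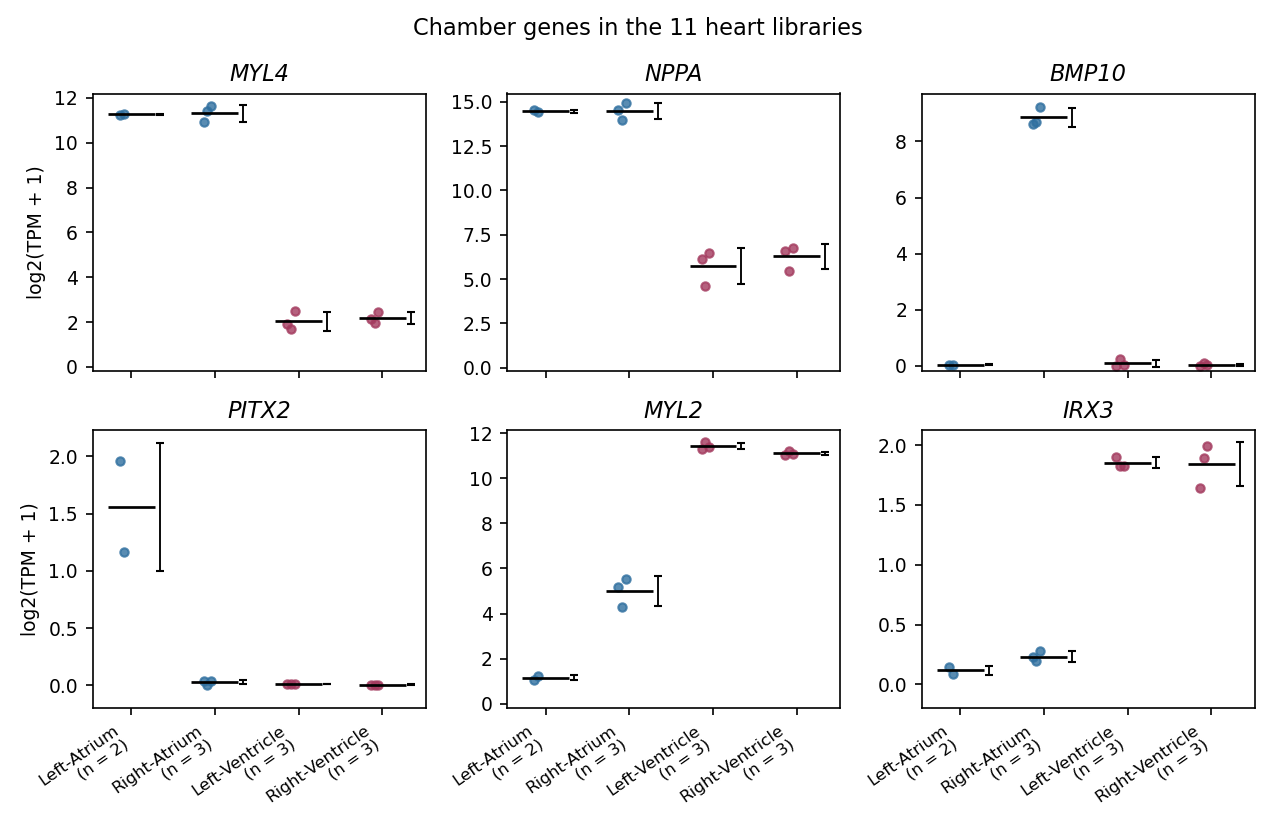
log2(TPM + 1) of MYL4, NPPA, BMP10, PITX2, MYL2 and IRX3 (y axis) in 11 heart libraries by chamber (x axis), with points for libraries, a line for the mean and a bar for the SD. MYL4 averages 2550 TPM in atria and 3.40 in ventricles, MYL2 20.3 and 2486 TPM, and BMP10 is 389 to 606 TPM in the right atrium and at most 0.176 elsewhere.

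Energy metabolism was compared over the whole body, and the TPM values given here are means and SD over tissue group means. Striated muscle (141 libraries of 51 groups) was set against other tissues (51 libraries of 19 groups) for the nuclear OXPHOS genes, of which 53 of 65 were higher, 2 lower and 10 not called (53 higher adjusted over the list alone). The muscle isoforms COX6A2 (76.4 ± 29.1 vs. 2.46 ± 0.694 TPM, log2 fold change 4.44 ± 0.05) and COX7A1 (124 ± 32.53 vs. 7.93 ± 6.08 TPM, 4.00 ± 0.05) led, followed by UQCR11 (2.81 ± 0.05) and ATP5MC1 (2.72 ± 0.07). The lower genes were COX6A1 (5.38 ± 1.01 vs. 16.0 ± 4.88 TPM, -1.36 ± 0.06), the isoform of non-muscle tissue, and COX8A (-1.15 ± 0.06). The median of the list was 1.46, while genes with a mean of at least 1 TPM had a median shift of -0.45, and after rescaling 59 were higher and none lower. Adipose tissue (15 libraries of 6 groups) was set against 177 libraries of 64 groups for FAO genes, of which 9 of 33 were higher, 2 lower and 22 not called (9 and 2 adjusted over the list alone). The peroxisomal thiolase ACAA1 was 123 ± 25.7 vs. 9.98 ± 12.8 TPM (3.85 ± 0.12, adjusted p = 2.03e-60), HSD17B4, also of the peroxisome, 109 ± 18.2 vs. 21.0 ± 23.1 (2.62 ± 0.11) and ECHDC1 22.1 ± 5.55 vs. 3.24 ± 1.73 TPM (2.42 ± 0.13), with ACOX1 and ACSL1 also higher. CPT1B (1.42 ± 0.294 vs. 15.5 ± 12.3 TPM, -2.30 ± 0.13) and ACADM (-1.76 ± 0.12) of mitochondrial oxidation were lower. Genes with a mean of at least 1 TPM shifted by 0.45 here, the list had a median of 0.32, and after rescaling 5 FAO genes were higher and 8 lower (median -0.31).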

Values the study reported

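The study reported that about 89.38% of PCGs were detected in testis, compared with about 76.26% in other tissues. For TUCPs it gave about 78.88% vs. 35.63%, and for lncRNAs about 76.10% vs. 37.02%. Of circRNAs it found 23.27% in cerebellum and 11.67% in cerebrum, against 7.97% in other tissues. The study's totals count transcripts detected in at least 1 sample, so its shares and those above have different bases. The share of transcripts at or above its tissue-specificity threshold was 35.68% for PCGs, 66.98% for lncRNAs, 70.70% for TUCPs and 95.43% for circRNAs. The most abundant 0.5% of transcripts contributed about 46.26% of PCG expression, 75.53% of lncRNA expression, 58.35% of TUCP expression and 35.48% of circRNA expression. The correlation of MYH7 with CPT2 across muscles was given as r = 0.72, and that of MYH4 with MSTN as r = 0.75. In masseter, SIX1 was reported at 44.25 TPM.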

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

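Tests for the soleus pattern, for lung RNA at 1 share and for lingualis RNA or a wrong label were chosen after the results they measure had been seen, whereas those for lung tissue of another makeup, for squamous epithelium and for other splits of the samples were fixed beforehand.

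The 2 sides of the heart differed in how their atrium differs from their ventricle. A test of that interaction in limma called 22 genes of 16127 (left minus right). This fit did not use the replicate number as a block, although the numbers pair the heart libraries. BMP10 had -8.874 (adjusted p = 1.2e-08), MYL2 -4.178 (adjusted p = 0.00144), the left-sided homeobox gene PITX2 1.529 (adjusted p = 0.0242) and the slow troponin TNNI1 3.134 (adjusted p = 0.0236). PITX2 was 1.25 and 2.89 TPM in the 2 left atrium libraries and at most 0.029 in the right atrium.

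Of 70 tests of 1 measure in a group of 4 to 10 libraries, 8 found a library far from the others, where chance finds about 1 in 20. MAD-3 stood apart for smooth muscle genes (mean log2(TPM + 1) of 6.562, next 3.969) and for erythroid genes (3.09, next 2.221). ILB-3 stood apart for epithelium genes (0.7965, next 0.5259). Left ventricle replicate 2 did for mesothelium genes (0.3696, next 0.187) and epithelium genes (0.6567, next 0.3882). The lncRNA total was far from the others in ILB-1 (26620 TPM, next 15680), MAS-2 (46740, next 27810) and right atrium replicate 2 (24430, next 15600).

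Organ signal appeared in data outside the comparisons. Under skeletal muscle names, 195 PCGs, 416 lncRNAs, 62 TUCPs and 1436 circRNAs held organ values, with the meiotic gene DMC1 at 13.94 to 16.36 TPM and the neuronal transporter SLC12A5 at 16.49 to 43.93 TPM in the columns at the place of testis and cerebrum.

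Nearly all of the 561 calls of soleus against EDL-H were higher in soleus. Library totals that shift most genes together may account for part of this, since after rescaling 58.8% of the calls were higher. A difference of slow against fast muscle also stays open, because after rescaling 64.7% of slow fibre genes (11 of 17) were higher by log2 1 or more while all 15 fast fibre genes (100%) lay below 0. The 10 splits of these 6 libraries are too few for a share under 0.05 (561 calls, highest other split 1, and 1 split as large).

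Pectoralis superficialis replicate 1 held genes of the distal lung, with SFTPC at 38.02 TPM (1.24% of lung) and SFTPB at 11.19 (5.54%), but the airway gene SCGB1A1 at 0.038 against 628.1 in lung. The tables argue against RNA of these lung libraries at 1 share, because 29.4% of lung genes (5 of 17) lay within 3-fold of the median ratio. Lung tissue of another makeup may be present and stays undecided, as 22.8% of lung genes (13 of 57) had their highest muscle value here and the next library, GAS-L-3, had 9. No biological explanation was tested.

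Gastrocnemius lateral head replicate 2 held genes of squamous epithelium, with KRT13 at 144.2 TPM, KRT5 at 43.76 and S100A8 at 139.6. RNA of lingualis replicate 2 is argued against, since genes of head muscle reached a median of -51.5% of the level needed (336 genes, quartiles -86.1 and -14.8), and a wrong label is too, since 8 of 9 HOX genes reached at least 1/2 of the mean of the other lateral gastrocnemius libraries. Squamous epithelium in this library is a candidate explanation that stays open. Of 23 measured markers (from a list of 31), 14 (60.9%) were at their highest here among muscles outside the head. The next library, FDP-H-1, had 3. In GAS-L-1 and GAS-L-3, 5 of the markers averaged at least 1 TPM. No biological explanation was tested.

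Other splits of the same samples were counted, with the real split included. Whole muscles or tissues were split for head muscle, the limbs, OXPHOS and FAO genes, and single libraries in the other comparisons. At a share of splits under 0.05, the real split stood out for head muscle (616 calls, highest other split 146, 1 of 100 as large), the lncRNAs of the limbs (4 and 2) and OXPHOS genes (53 and 2). These counts were made without rescaling, so they cannot tell a shift of library totals from other differences. In head muscle 182 of the calls were shared after rescaling. The counts of limb lncRNAs are small, with 1 call left without replicate number 1. Forelimb against hindlimb (4 and 5, 2 of 100) and FAO genes (9 and 9, 2 of 100) met that share too, though another split gave as many calls or more. Splits of libraries met it for SAT against VAT (170 and 2, 1 of 100), greater omentum against SAT (316 and 19, 1 of 100), atria against ventricles (506 and 360, 1 of 100) and the lncRNAs of SAT against VAT (13 and 0) and of atria (71 and 13). Such splits mix depots or chambers, so they cannot exclude chance among whole depots or chambers, which are too few to split. In the limbs 1 other split gave more calls than the real one. For FAO the other split as large set ASA, the left ventricle, liver, RAD, RHO and ULB against the rest. For the triceps heads the count of splits decides nothing, since with 0 calls each of the 56 is as large (highest other 4). In the ventricles the 10 splits are too few (0 calls, highest other 3, all 10 as large). In the heart, where numbers pair the samples, splits that part the numbers as the real one does gave at most 360 calls (with 5 of 6 ventricle libraries on the same side), and the others at most 33.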

How the results depend on the processing

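The alternatives without PS-1 and GAS-L-2 or without PP-1 and EDC-2 were chosen after the data were seen. Over all alternatives the calls of the 251 named genes kept their direction and side of the threshold in 4168 of 4713 cases, with 532 lost, 10 gained and 3 reversed. By setting, 56 of 227 were lost with a pseudocount of 5, 13 of 251 with 0.1, 22 of 234 without a filter, 32 of 251 after rescaling, 16 of 227 in a fit of the compared groups alone and 4 of 227 without a trend. Leaving out libraries or replicate numbers lost 368 of 2516 and reversed 2. Genes, lists and relations together gave 4839 values, of which 4246 stayed, 539 weakened, 23 strengthened and 31 reversed, and the counts and summary values gave 413, of which 298 stayed, 114 moved and 1 passed its threshold.

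A pseudocount of 0.1 gave 441 calls in SAT against VAT, 660 in greater omentum, 389 in mesenteric fat, 1807 in head vs other skeletal muscle, 7 between the limbs, 1659 in soleus vs hindlimb extensor digitorum lateralis, 85 in the pectoral muscles, 1253 in atria, and 124 and 454 lncRNAs in SAT against VAT and in atria. With 5 there were 71, 111 and 72 for the first 3 comparisons, 7 for RAD against SAT, 8 for RAD against the other visceral depots, 222 in head muscle, 2 between the limbs, 200 in soleus, 179 in masseter against lingualis and 202 in atria, as the constant itself shrinks or widens low values. Without a filter, where more genes are tested, mesenteric fat had 125, RAD 9 and RAD against visceral depots 12. With a mean of at least 1 TPM the latter had 13 and masseter 144. After rescaling RAD against visceral depots had 38, head muscle 279, soleus 34, the pectoral muscles 11 and adipose FAO genes 5. In fits of the compared groups alone, with fewer samples for the spread, soleus had 106 and masseter 185. Without PS-1 and GAS-L-2 the pectoral muscles had 271 calls, and without PP-1 and EDC-2 50. With an estimated correlation 7 of 168 list calls remained. Beyond the filters, the pseudocounts and the smaller fits, the cause was not tested.

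Libraries sharing a number also deviated together in adipose tissue (31 pairs, median r 0.339, lowest -0.112, 14 of 15 libraries closest to their own number) and skeletal muscle (2782 pairs, median 0.373, lowest -0.242, 129 of 130). The study's methods describe shared animals, and that the numbers mark them is a hint from the data, since neither the methods nor the labels tie a number to an animal. With the number as a block, mesenteric fat had 435 calls, RAD against the other visceral depots 37 and the pectoral muscles 628, while the other 13 counts stayed within 1.5 times, and 4 of 251 named genes lost and 2 gained a call.

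Leaving out a library or number in turn gave ranges of calls of 67 to 196 for SAT against VAT, 120 to 342 for greater omentum, 12 to 910 for mesenteric fat, 3 to 73 for RAD, 5 to 54 for RAD against visceral depots, 410 to 976 for head muscle, 5 to 5 for the limbs, 0 to 1484 for soleus, 81 to 870 for masseter, 18 to 550 for the pectoral muscles, 0 to 7 for the triceps, 433 to 548 for atria and 0 to 2 for the ventricles. Where an arm keeps 1 library, that library is assumed to vary like the other groups. For lncRNAs the ranges were 1 to 7 in adipose tissue, 1 to 7 in the limbs and 40 to 44 in atria, for OXPHOS 53 to 56 and for FAO 8 to 11. Detection in testis exceeded other tissues by 13.18 to 14.86 points for PCGs, 36.7 to 41.2 for lncRNAs and 40.53 to 45.54 for TUCPs, and that of circRNAs in brain by 6.472 to 7.463 points, passing the threshold once.

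Median tau and the share at or above 0.75 for PCGs, lncRNAs, TUCPs and circRNAs were 0.667 (42.05%), 0.8514 (67.11%), 0.8767 (70.86%) and 0.9699 (95.3%) on the log scale, 0.8926 (79.08%), 0.9089 (83.13%), 0.9297 (85.07%) and 0.9867 (97.84%) over 72 groups, and 0.8347 (67.5%), 0.9384 (82.61%), 0.9537 (88.83%) and 0.8836 (84.35%) with a filter on the highest mean. The circRNA median was 0.9717 with the gracilis in place of the gluteus medius and 0.9722 with the misplaced values as deposited, and the top 0.5% of circRNAs detected in a tissue held 9.633%.

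Values that changed sign were all of relations that did not pass or are marked in the report, and of SFTPC, pectoralis profundus vs pectoralis superficialis, with 0.0157 without number 1 (-5.29 without number 2) and 0.0105 without PS-1 or without PS-1 and GAS-L-2. Without the 2 farthest muscles r was -0.0698 for MYH7 with glycolysis, 0.0456 for MYH2 with CPT2, 0.0845 for MYH2 with slow fibre genes, and 0.0651 and 0.0179 for MYH4 with OXPHOS and FAO. On TPM it was -0.0191 for MYH7 with PPARGC1A, 0.0498 for MYH7 with fast fibre genes, 0.0348 and 0.157 for MYH2 with CPT2 and slow fibre genes, and 0.151 and 0.0585 for MYH4 with OXPHOS and FAO. In number 1 alone r was -0.484 for MYH7 with glycolysis, 0.00471 for MYH2 with PPARGC1A, and -0.0826 and -0.106 for MYH2 with OXPHOS and FAO. In number 2 it was 0.00408 for MYH7 with fast fibre genes, 0.221 for MYH2 with CPT2, and 0.0541 and 0.0652 for MYH4 with OXPHOS and FAO. In number 3 it was -0.351 for MYH7 with PPARGC1A, 0.294 and 0.0329 for MYH2 with CPT2 and slow fibre genes, and 0.276 and 0.226 for MYH4 with OXPHOS and FAO. After rescaling it was -0.0503 and -0.203 for MYH7 with PPARGC1A and glycolysis, and -0.325 and -0.462 for MYH2 with OXPHOS and FAO. The cause was not tested. Depth limits what TPM near 0 can show, since read counts were not used.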

Other observations

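HOXA10, HOXA13 and HOXC8, of the HOX genes that pattern the body axis and the limbs, differed between skeletal muscles by position. These 3 were chosen after the values were seen and were not tested as a set, and others varied within a region, as HOXD8 did from 0.801 TPM (VM) to 20.06 (SM) in hindlimb and from 0.991 (SSP) to 12.05 (BB) in forelimb muscles. HOXA10 had a mean of at least 5 TPM in all 14 forelimb muscles (9.94 to 17.9) and all 20 hindlimb muscles (5.86 to 15.7), in 2 of 11 trunk muscles, latissimus dorsi (10.7) and pectoralis superficialis (12.9; the next, pectoralis profundus, had 4.894), and in neither head muscle (highest 0.0525). HOXA13, a gene of the distal limb, reached 1 TPM in 7 of 14 forelimb muscles, namely the 4 long digital muscles and the 3 heads of the triceps (1.32 to 2.26, others at most 0.107). In the hindlimb it did in 6 of 20, the 3 digital muscles, both heads of the gastrocnemius and tibialis cranialis (1.26 to 5.96, others at most 0.477), and in no trunk or head muscle. HOXC8 reached 1 TPM in 4 of 11 trunk muscles, LDM, OEA, RA and TA (1.46 to 3.87, other trunk muscles at most 0.666), and in no limb or head muscle.

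Of the HOX genes of the hindlimb, HOXC9, HOXC10 and HOXC11 ran from 0.283 to 3.96, 0.319 to 3.26 and 0.385 to 2.60 TPM in the 59 hindlimb libraries and were at most 0.118, 0.032 and 0.065 in the forelimb libraries other than EDC-2. That library had 0.689, 0.621 and 0.733 TPM, with the hindlimb regulator TBX4 at 0.15 (other forelimb libraries at most 0.053) and the forelimb regulator TBX5 at 0.035 (median in the forelimb 0.143). Within pectoralis profundus, replicate 1 had HOXA10 at 0.347 TPM, against 6.10 and 8.24 in the other two, HOXC8 at 1.215 and HOXD8 at 3.502.

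In the right and left atrium GCK, known as the glucose-sensing hexokinase of liver and pancreas (chromosome 18, 50979777 to 51031335, plus strand), was 6202 ± 639 TPM (n = 5) vs. 1055 ± 860 in the ventricles (n = 6; log2 fold change 3.77 ± 1.11, adjusted p = 0.0351). It lies outside the naming rule and was chosen after its values were seen. Whether the deposited gene model also holds reads of another gene was not tested, so the values are not taken as the level of GCK itself.

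The share of PCGs with tau of at least 0.75 was 71.2% here on a linear scale and 42.05% on log2(TPM + 1). The share that the study gives for PCGs is lower than both. For lncRNAs, TUCPs and circRNAs the shares on log2(TPM + 1), 67.11%, 70.86% and 95.3%, lay close to those of the study.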
